A study of Arabidopsis thaliana with 30 samples. Its data were reported in "Perturbation of mitochondrial Ca2+ homeostasis activates cross-compartmental proteostatic response in Arabidopsis" (2026).

How the data were processed

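RNA sequencing was made by the authors from whole seedlings, 10 days old, in 10 groups of 3 libraries. Reads were mapped by the authors to the TAIR10 genome. The study's methods name Cufflinks for RPKM values, which are not what the deposited tables hold. The tool that counted the reads in these tables and the strand setting are not stated, so values of overlapping genes and of close paralogs are uncertain. The tables hold normalized values per gene, in the unit of a signal, that the authors deposited as read counts divided by size factors. They also deposited a mean, a log2 fold change with its error, a score (the test statistic) and a p-value with its adjusted form per gene, and these columns were not used as data here. Groups were taken from the sample labels, and each column of values was matched to a sample by its label.

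Dividing each column by the value of 1 read gave whole reads for 1266084 of 1266084 values, which is 100%. The authors' size factors equalled the median-of-ratios factors of each table. Each of the 9 tables held 23234 to 23612 genes, with at least 5 reads over its 6 libraries. In all, 24721 genes were in any table and 22369 in all 9. Of the gene IDs, 24455 matched a locus tag of the TAIR10.1 annotation, which was used for names, gene order, length and GC content, and no coordinates were taken from it. Depth ran from 2.56 to 39.1 M reads (M, 1e6 reads). Of 42 pairs of columns that held equal reads, 24 had different labels.

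The planned test was edgeR on counts. Because the tables hold normalized values, limma 3.58.1 on log2(value + 1) was used in R 4.3.3, for genes with a mean value of at least 1, and fold changes are on that scale, which understates the change of low genes. A mean-variance trend was added to the empirical Bayes step; this was decided once the values could be read but before any test was run. Genes were called at a Benjamini-Hochberg adjusted p under 0.05 and a fold change over 1.5. All tests were two-sided. Tables were normalized separately, so each test was made within a table, except the interactions and joint fits, which used recovered reads with 1 set of size factors. The interactions had been planned only for values on one scale, which the recovered reads are. edgeR 4.0.16 and DESeq2 1.42.0 were run on the recovered reads as alternatives. On those reads edgeR called 1913, 1317, 35 and 372 genes in 2OX, 4OX, 6OX and the sextuple line, and 4013, 6073, 5748, 5881 and 5831 for AA in Col, 2OX, 4OX, 6OX and the sextuple line. In the authors' deposited table, adjusted p and fold at the same thresholds gave 2067 genes in 2OX, 1862 in 4OX, 500 in 6OX, 339 in the sextuple line and 4277 for AA in Col. Of the 500 in 6OX in the authors' deposited table, 226 were higher, 274 lower and 43 also called here. For AA the authors' deposited table gave 6198, 6120, 6316 and 6453 in 2OX, 4OX, 6OX and the sextuple line.

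Gene lists were fixed before the data were examined, apart from the pentatricopeptide list, taken from the annotation. Of 58 mitoribosome members, 24 are on the cyRP list or share its descriptions; they were kept, and leaving them out was an alternative whose rule was set once the descriptions could be read, before any list was tested. The chaperone lists were picked by the study on these libraries, so their shifts are not independent evidence. The OXPHOS, mitoribosome, import, protease, cyRP and cpRP lists also came from the study. It reports genes of these classes as raised in the sextuple line, so their shifts may not be independent evidence either. Lists were tested by camera with a preset correlation of 0.01, with fry and an estimated correlation as alternatives. Adjusted over the list alone, 13 cyRP genes were called in 2OX and 24 in the sextuple line. The lists whose line medians are not given in the results had these in 2OX and the sextuple line: OXPHOS 0.31 and 0.33, mitochondrial proteases 0.26 and 0.11, cytosolic chaperones 0.41 and 0.25, endoplasmic reticulum chaperones 0.39 and 0.24, chloroplast chaperones 0.50 and 0.25, pentatricopeptide proteins 0.16 and -0.00365, mitochondrial genome 1.60 and 0.22, plastid genome 1.55 and -0.14, and stress markers 0.16 and 0.08.

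Named genes were the MCU, AOX, GCN2 and eIF2 alpha genes, the member of each list with the largest rise in 2OX and in the sextuple line, and for each comparison the 2 rising and 2 falling genes with the largest change among genes called, with a mean of at least 50 and no overlap between groups. Folds against groups with at most 3 reads in every library were computed against 3 reads, as lower bounds. Alternatives were another pseudocount, filters, scalings, thresholds, tests, a replicate block, 1 fit over all 30 libraries, and each library left out. Same-numbered libraries were checked for shared deviations, and no comparison had all 3 correlations over 0.1, so the numbers do not pair the libraries. The functions were tested on simulated counts with 200 changed genes among 22592 to 23145. limma with the trend recovered 86.5% in the 2OX table, 82% in the 4OX table and 91% in the Col table, and without the trend 51.5%, 50% and 66.5%. Of its calls with the trend 5.46%, 9.89% and 4.71% were unchanged genes. It called 0 genes where nothing was changed.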

Results

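Transcript levels were measured by RNA sequencing in whole Arabidopsis thaliana seedlings of 5 genotypes. These were wild type Col-0 (Col), lines 2OX, 4OX and 6OX, which overexpress the mitochondrial calcium uniporter genes MCU2, MCU4 and MCU6, and a sextuple line, a knockdown of all 6 MCU genes. The uniporter carries calcium into the mitochondrial matrix. Seedlings received 50 µM antimycin A (AA), an inhibitor of the mitochondrial electron transport chain, or the solvent (CK) for 5 h by the sample labels, and the study's methods give a shorter time. The labels gave 10 groups of 3 libraries each, 30 libraries in all.

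The values came in 9 tables. The 4 line tables set each line against Col without AA, and the 5 AA tables set AA against CK within each genotype. Reads recovered from the tables gave a median depth of 29.7 M reads per library, from 2.56 to 39.1 M (M, 1e6 reads). The shallowest library was the one labelled 2OX_AA replicate 1 in the AA table, and the next lowest held 11.8 M reads. Counting error is therefore largest in that library.

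The treatment labels of the tables conflicted. All 15 columns labelled AA in the AA tables equalled, read for read, a column labelled CK in a line table. Columns with one label but other reads occurred in 24 pairs. Libraries are named below by their label in the table used, and no library was relabelled. Each AA direction below is that of the headings in the AA tables, and the headings of the line tables would reverse it. By the headings of the AA tables, the line tables would compare seedlings given AA. The number of genes called does not depend on which heading holds.

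**Figure D1:**
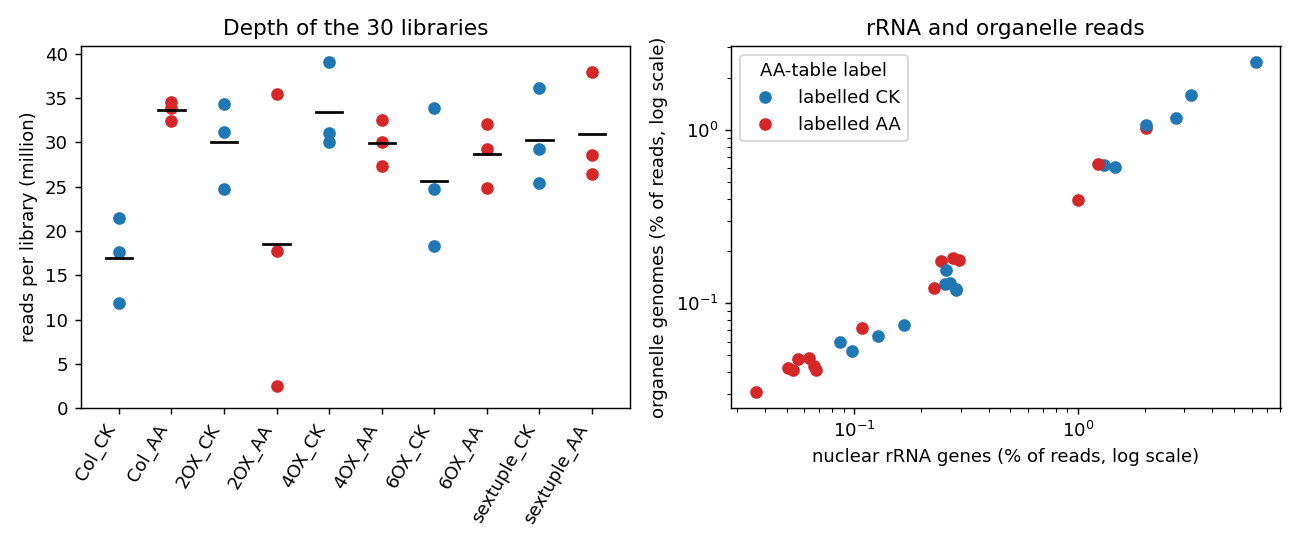
Left, reads per library (M) for each group as labelled in the AA tables (points, libraries; bars, means of 3). Right, percent of reads on nuclear rRNA genes against percent on the organelle genomes, both on log axes. Depth ran from 2.56 to 39.1 M reads, and both shares rose together across the 30 libraries.

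The targeted genes were examined first. In 2OX, MCU2 (AT1G57610) was at 6829 ± 1018 normalized counts (SD, n = 3) against 389 ± 53.7 in Col. Its log2 fold change was 4.13 (SE 0.14, limma adjusted p = 4.86e-06). In 4OX, MCU4 (AT4G36820) was at 5032 ± 170 against 3.25 ± 2.10 in Col, with a log2 fold change of 10.36 (limma adjusted p = 0.000134). In 6OX, MCU6 (AT5G66650) was at 956 ± 240 against a mean of 298 in Col, with a log2 fold change of 1.68 (SE 0.23, limma adjusted p = 0.0305). In the libraries labelled sextuple, MCU6 fell by 1.63 on the log2 scale (limma adjusted p = 0.0235) and MCU1 (AT1G09575) fell by 1.32 (limma adjusted p = 0.0379). MCU2 did not differ between the sextuple line and Col (log2 fold change 0.13, limma adjusted p = 0.62). MCU3 (AT2G23790) did not either (0.31, limma adjusted p = 0.148). MCU4 was at 0 in the 3 sextuple libraries against 3.18 ± 2.06 in Col (limma adjusted p = 0.245), too few reads to show a difference. One further MCU gene was not analysed here. The overexpressed gene was thus higher in each of 2OX, 4OX and 6OX. Lower transcript levels in the libraries labelled sextuple were seen for MCU1 and MCU6 and not for MCU2 and MCU3, so the sextuple line below means the libraries labelled so. MCU6 was also lower in 4OX (-0.99, limma adjusted p = 0.0453).

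**Figure D2:**
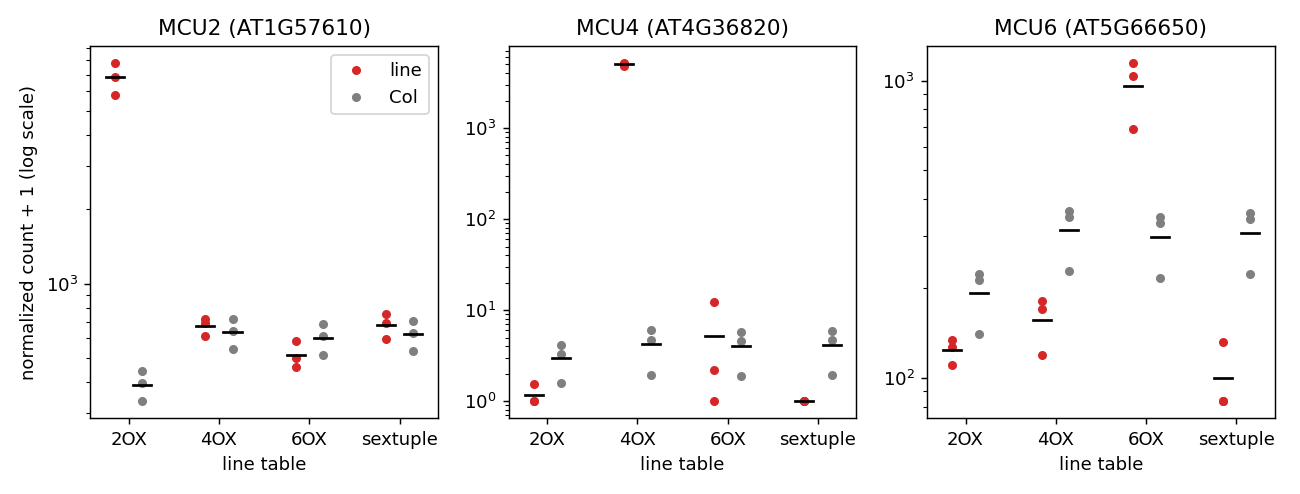
Normalized count plus 1 on a log axis for MCU2, MCU4 and MCU6 in each line table (red points, the 3 libraries of the line; grey points, the 3 Col libraries; bars, means). Against Col in the same table, MCU2 was higher in 2OX, MCU4 in 4OX and MCU6 in 6OX. Tables were normalized separately, so levels compare only within a table.

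To ask how altered MCU expression changed transcript levels, each line was compared with Col. Genes were called by limma at an adjusted p under 0.05 and a fold change over 1.5. In 2OX, 1521 genes were called, 740 higher and 781 lower. In 4OX, 1288 genes were called, 645 higher and 643 lower. The sextuple line had 354, with 176 higher and 178 lower. In 6OX, 46 genes were called, 32 higher and 14 lower, a balance that other settings reversed. These counts depended strongly on the mean-variance trend of the test. Without it, they were 184 in 2OX, 7 in 4OX, 7 in 6OX and 6 in the sextuple line. A fold change over 2 with an adjusted p under 0.01 gave 240, 3, 6 and 6. On recovered reads, edgeR called 1913, 1317, 35 and 372 genes in 2OX, 4OX, 6OX and the sextuple line. The size of these sets also depended on which library was left out. Without Col_CK replicate 1, the counts were 434 in 2OX, 2 in 4OX and 7 in the sextuple line. They were 799, 2 and 9 without Col_CK replicate 2 and 945, 6 and 280 without Col_CK replicate 3. The fall was thus not tied to 1 Col library. Without 6OX_CK replicate 2, the count in 6OX rose to 708, of which 38.7% were higher against 69.6% before, and without Col_CK replicate 3 it was 6. Without sextuple_CK replicate 3, that of the sextuple line rose to 724, and without 2OX_CK replicate 3 that of 2OX rose to 2692. Values of the 2 groups did not overlap for 33.7% of the genes tested in 2OX, 36.7% in 4OX, 21.5% in 6OX and 27.1% in the sextuple line, where chance gives 10%.

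**Figure D3:**
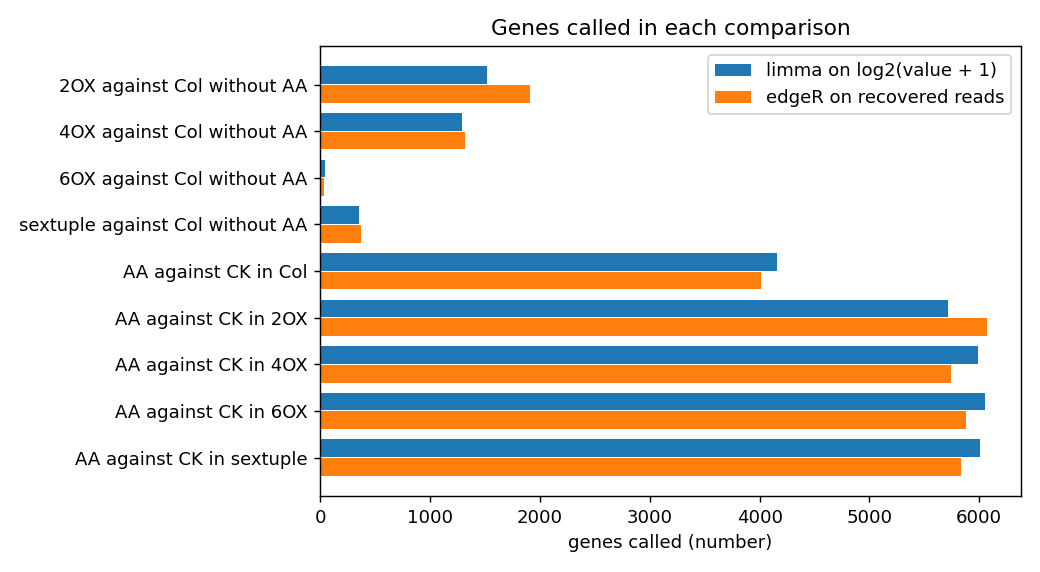
Number of genes called in each of the 9 comparisons by limma on log2(value + 1) (blue bars) and by edgeR on recovered reads (orange bars). Counts ran from 46 for 6OX against Col to 6055 for AA against CK in 6OX with limma.

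By the rule fixed beforehand, the largest rises in 2OX were ATCG01180 (log2 fold change 4.69, limma adjusted p = 0.00341) and ATCG00950 (4.69, limma adjusted p = 0.00383), both on the plastid genome. The largest falls were AT4G25580 (-3.81) and CAB2 (AT1G29920, -3.70). In 4OX, AT5G24240 rose next to MCU4 (5.44, limma adjusted p = 0.000134), and AT3G04360 (-4.37) and CYP81D11 (AT3G28740, -2.75) fell most. In 6OX the same 2 plastid genes rose most, ATCG00950 by 4.38 and ATCG01180 by 4.31 on the log2 scale. AT3G04360 (-3.73) and MAF5 (AT5G65080, -2.51) fell most. In the sextuple line, QQS (AT3G30720, 4.92) and SADHU3-2 (AT3G42658, 4.92, limma adjusted p = 6.55e-08) rose most. AT4G33500 (-6.24) and AT3G04360 (-4.06) fell most. Plastid and rRNA levels varied widely between libraries of one group, a limit on the plastid genes named here. In the libraries of 2OX, ATCG01180 was at 8888, 43557 and 5451 and ATCG00950 at 5644, 33883 and 4454. These 2 genes moved together, so their rises may be 1 signal.

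AA was compared with CK within each genotype. By the headings of the AA tables, limma called 4155 genes in Col, 5716 in 2OX, 5988 in 4OX, 6055 in 6OX and 6006 in the sextuple line. Of these, 57.2%, 43.7%, 49.9%, 48.0% and 48.5% were higher in the libraries labelled AA. Scaling by library totals moved these shares to 76.8%, 62.6%, 72.3%, 70.6% and 71.7%, since it shifted the median of all genes by 0.23, 0.20, 0.26, 0.27 and 0.29 on the log2 scale. In the line tables it moved the share of higher genes from 50.1% to 69.2% in 4OX and from 69.6% to 55.2% in 6OX. A fold change over 2 with an adjusted p under 0.01 moved the AA counts most, to 1835, 2672, 2650, 2878 and 2830. These counts were less sensitive to single libraries than those of the line tables. Leaving out each library in turn gave 2913 to 4281 genes in Col and 3883 to 7250 in the sextuple line, the lowest without sextuple_AA replicate 2.

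The alternative oxidase genes AOX1A and AOX1D, which AA is known to raise, were lower in the libraries labelled AA in all 5 AA tables. They thus go against the headings of those tables. AOX1A (AT3G22370) fell by 0.97 in Col, from 15905 ± 982 to 8222 ± 1858 normalized counts (SD, n = 3; limma adjusted p = 0.00218). AOX1D (AT1G32350) fell by 1.96 in Col (limma adjusted p = 0.000968) and by 4.16 in 2OX (limma adjusted p = 2.64e-05). The headings of the line tables would reverse both directions. In the line tables AOX1A did not differ from Col in any line (limma adjusted p from 0.247 to 0.976). AOX1C (AT3G27620) rose in 2OX (log2 fold change 1.98, limma adjusted p = 0.0273). GCN2 (AT3G59410) was past the threshold in none of the 9 comparisons. Of the 2 eIF2 alpha genes, AT5G05470 rose in 4OX by less than 1.5-fold (log2 fold change 0.49, limma adjusted p = 0.0286), and AT2G40290 was past it in none.

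By the same rule, EXPA17 (AT4G01630) and AT1G19900 rose most in Col under the AA heading. AT1G19900 was at least 26.4-fold higher, since its reads in the libraries labelled CK were at or under 3. AT2G01021 (-7.78) and the nuclear rRNA gene AT2G01010 (-6.92) fell most. Nuclear rRNA took 1.47% to 6.24% of reads in the Col libraries labelled CK there and 0.0531% to 0.0678% in those labelled AA. Depth was 11.8 to 21.5 M reads in the former and 32.4 to 34.6 M in the latter. In Col, treatment was thus confounded with rRNA share and depth, a limit on the genes called for AA in Col. In 2OX, HSP17.6A (AT5G12030) fell by 9.76. HSP17.4 (AT3G46230) fell by 6.73 in 4OX and fell by 6.72 in 6OX. In the sextuple line XTH31 (AT3G44990) rose by 5.49, and RRTF1 (AT4G34410) was at least 119.9-fold lower.

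Whether the AA response itself differed from that of Col was tested as an interaction on recovered reads. Every interaction used the same Col libraries, whose treatment labels also differed in rRNA share and depth. At an adjusted p under 0.05, limma called 1218 genes for 2OX, 97 for 4OX, 1 for 6OX and 185 for the sextuple line. At an unadjusted p under 0.05 the numbers were 4871, 2938, 3068 and 3519. With organelle genes left out, 1112, 0, 1 and 119 genes were called. For 4OX, 40 of the 97 genes lay on the organelle genomes, and for the sextuple line 17 of the 185. Leaving out each replicate number in turn gave 0 to 1566 genes for 2OX, 0 to 65 for 4OX, 0 to 242 for 6OX and 0 to 2923 for the sextuple line. The count for 2OX was 0 without replicate 2, and those for the other 3 were 0 without replicate 1.

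To ask whether genes for mitochondrial proteostasis shifted together, 14 gene lists were tested by camera in each of the 9 comparisons, adjusted over all 126 tests. The lists of chaperones, ribosomal proteins, OXPHOS, import and proteases came from the study of these libraries, so their shifts may not be independent evidence. In 2OX, 14 of 14 lists were past an adjusted p of 0.05, with 12 in 4OX, 14 in 6OX and 9 in the sextuple line. Of these, 13, 11, 12 and 9 were higher and 1, 1, 2 and 0 lower. The cytosolic ribosomal protein list (cyRP, 125 genes) had a median log2 fold change of 0.43 in 2OX, 0.38 in 4OX, 0.23 in 6OX and 0.47 in the sextuple line. Of its genes, 99.2%, 100%, 95.2% and 100% were higher. Few of them passed alone: 12, 8, 0 and 24 were called higher. The mitochondrial chaperone list (mtHsp, 14 genes) had medians of 0.94, 0.73, 0.43 and 0.22. The mitoribosome list had medians of 0.48, 0.43, 0.27 and 0.37, and that for protein import 0.87, 0.54, 0.30 and 0.36. Single members rose further. In 2OX, AT5G09570 of the stress marker list rose by 3.20 (limma adjusted p = 5.12e-06), LON4 (AT3G05790) of the protease list by 3.05, AT1G23100 of the mtHsp list by 1.56 and TIM17-1 (AT1G20350) of the import list by 1.29. In the sextuple line, the largest rises among cyRP and mitoribosome genes were those of AT3G44590 (0.76, limma adjusted p = 0.0262) and AT3G59650 (0.77, limma adjusted p = 0.0235). The chloroplast ribosomal list (cpRP) was lower in 2OX (-0.22), 4OX (-0.71) and 6OX (-0.30) and higher in the sextuple line (0.21). The stress marker list was also lower in 6OX (-0.30). The camera calls rested on the preset correlation of 0.01 between genes. With a correlation estimated from the data, 0 lists were past the threshold in any comparison. Under fry, 9, 9, 4 and 6 lists were past it in 2OX, 4OX, 6OX and the sextuple line. Other splits of the same 6 libraries into 3 and 3 shifted up to 12 lists in the line tables. The real split shifted the most in 2OX and 6OX. In 4OX another split shifted as many, and in the sextuple line another split shifted 11, more than the 9 of the real one.

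**Figure D4:**
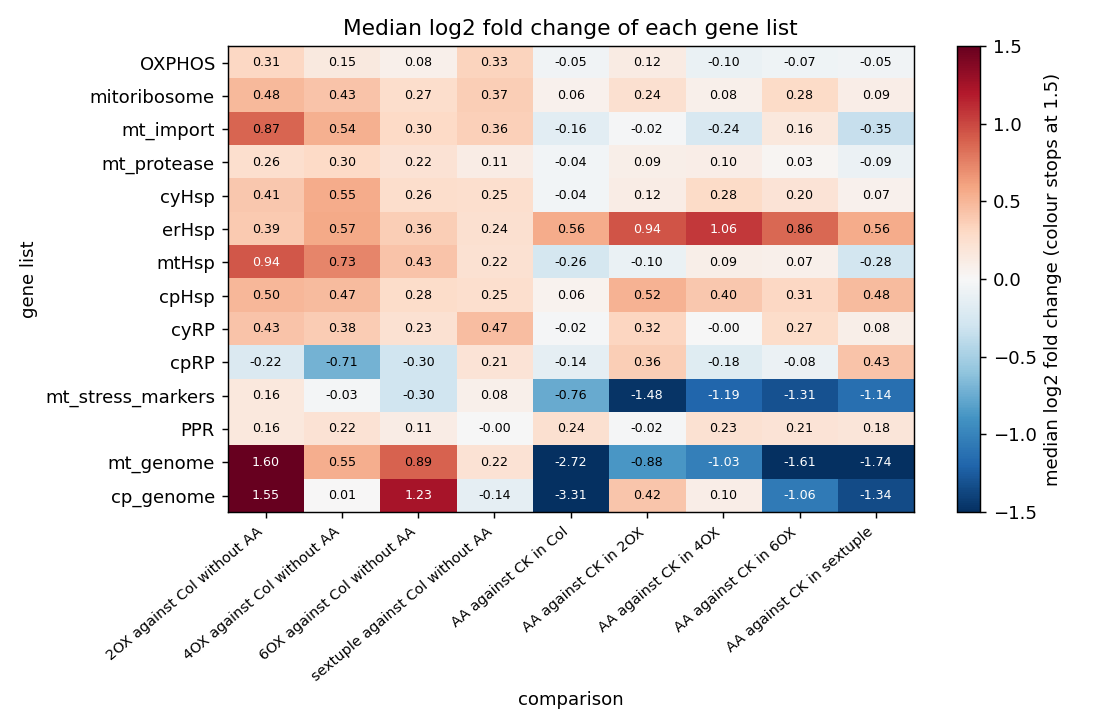
Median log2 fold change of each of the 14 gene lists in the 9 comparisons (red, higher; blue, lower; colour stops at 1.5). The mitochondrial stress marker list ran from -0.76 to -1.48 in the 5 AA comparisons by the headings of the AA tables, which the headings of the line tables would reverse.

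In the AA comparisons, the endoplasmic reticulum chaperone list (erHsp) was higher in the libraries labelled AA in all 5 genotypes, with medians from 0.56 in Col to 1.06 in 4OX. The mitochondrial stress marker list was lower in all 5, with medians of -0.76 in Col and -1.48 in 2OX, also against those headings. The cyRP list was higher in the libraries labelled AA in 2OX (median 0.32, camera adjusted p = 2.01e-09, fry 0.143) and 6OX (0.27, camera adjusted p = 2.2e-06, fry 0.141). It did not shift in Col (-0.017, camera adjusted p = 0.64), 4OX (-0.0044, 0.886) or the sextuple line (0.084, 0.299).

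The contrast planned as each line against AA-treated Col could not be read from the labels, because those Col libraries are the same as the untreated ones of the line tables. The line libraries were set instead against the 3 Col libraries found only in the AA table, labelled CK there. These held more nuclear rRNA and fewer reads than the other Col libraries. The cyRP list was higher by a median of 0.37 in 2OX and 0.42 in the sextuple line (camera adjusted p = 5.05e-11 and 1.11e-14). Under fry the adjusted p was 0.0548 and 0.00853. In all, 13 of 14 lists were past the threshold for 2OX and 8 for the sextuple line.

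The line effects were correlated across genes, which are not independent replicates. Between 2OX and 4OX, Pearson r was 0.51 and Spearman rho 0.56, with 599 shared calls, all of the same sign. Unchanged groups simulated against shared Col libraries gave a median r of 0.40 and at most 0.42. Simulated values here and below may understate the spread of unchanged groups. Real libraries of 1 group differed by up to 15.7-fold in organelle share. A value outside a simulated range therefore does not by itself show an effect of the lines. Between 6OX and the sextuple line r was 0.40, under the simulated range of 0.47 to 0.51. For 2OX and the sextuple line, r of 0.41 lay within the simulated range of 0.38 to 0.42. Against the AA effect in Col, r was -0.046 for 2OX, 0.021 for 4OX, -0.13 for 6OX and -0.12 for the sextuple line, above simulated medians of -0.39, -0.46, -0.45 and -0.46. Spearman rho for the same pairs was 0.11, 0.12, 0.041 and -0.047, opposite in sign to r for 2OX and 6OX. The sign of these values depends on the headings. For 2OX, 6OX and the sextuple line that of r also changed with the genes used. The AA responses of the 5 genotypes share no library, and r ran from 0.59 between Col and 2OX to 0.82 between 4OX and 6OX.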

Values the study reported

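The study reported 2,282 differentially expressed genes for 2OX and 482 for the sextuple line, each against wild type, and 3,864 for wild type given AA, at a fold change over 1.5 and an adjusted p under 0.05.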

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

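The tests of organelle reads, and of gene length and GC content, were chosen in their present form only after the results were seen. The treatment labels conflict, so the sign of every interaction depends on which heading holds, and counts do not. In Col the treatment labels also differ in rRNA share and depth, a limit on every interaction.

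The AA response of 2OX differed from that of Col in 1218 genes by the interaction test. In 3 of 100 regroupings that exchanged genotypes within each treatment label as many genes were called, the real one included. The most in any other was 5796. The shallow library argues little for itself as the cause, since 1600 genes were called without it. Thinning all 12 libraries to its 2.56 M reads gave 773 genes, a fall of over 1.5 times with most reads removed. Organelle genes do not account for the count either, since 1112 genes were called with them left out, and 1075 nuclear genes with them left out of the adjustment alone. Removing each library's trend with length and GC raised the number from 1117 to 1448 over the same genes. Leaving out each replicate number gave 0 to 1566 genes, and 0 came without replicate 2, so the count rests on few libraries. A difference in the response of the genotype stays open as a hypothesis that was not tested further.

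For the sextuple line 185 genes were called, and 3 of 100 regroupings gave as many. Of these genes, 17 lay on the organelle genomes. With organelle genes left out 119 were called, a fall of over 1.5 times. Leaving them out of the adjustment alone gave 118 nuclear genes of the 168 called before, so the other nuclear calls depended on the adjustment. The 118 argue against organelle reads as the whole cause. Thinning all 12 libraries to 11.8 M reads (M, 1e6) gave 195 genes, which argues against unequal depth. Removing the length and GC trend raised the count from 120 to 863 over the same genes. Without replicate 1 the count was 0, and without replicate 3 it was 2923.

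For 4OX 97 genes were called, and 2 of 100 regroupings gave as many. Of these genes, 40 lay on the organelle genomes. With organelle genes left out 0 genes were called, and 2817 of the rest had an unadjusted p under 0.05. Leaving them out of the adjustment alone also gave 0, so the calls of the 57 nuclear genes depended on the adjustment. The count may therefore rest on organelle reads, which vary between the libraries. Without replicate 1 the count was also 0. Thinning to equal depth gave 98 genes, which argues against depth. The length and GC test gave 10 genes, from 0 over the same genes before, and decides nothing.

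For 6OX 1 gene was called, AT5G59680 (log2 difference -1.89, limma adjusted p = 0.048), named after its value was seen. Of 100 regroupings, 5 gave as many, so other splits do as well. Without replicate 3 the count was 242.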

How the results depend on the processing

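Voom, TMM and library totals in limma and the test without a trend were chosen after seeing the data. The edgeR test, planned as the main one for counts, was made an alternative after seeing the data. Median-of-ratios scaling of the lists is the authors' own scaling and was not run apart. Pseudocount 0.1, no filter, at least 10 reads in every library, RLE, TMM, voom, library totals and removal of organelle genes kept the 9 counts of genes called within 1.5 times. The edgeR test also kept these. The causes of the changes below were not tested.

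Without a trend, 184, 7, 7 and 6 genes were called in 2OX, 4OX, 6OX and the sextuple line, and 312, 1, 0 and 0 in their interactions. DESeq2 called 2216 in 2OX, within 1.5 times, 2158 in 4OX, 646 in 6OX and 614 in the sextuple line, and 2365, 715, 797 and 1261 in the 4 interactions. The edgeR test called 2 in the 6OX interaction. A fold over 2 and adjusted p under 0.01, which is stricter by construction, gave 240, 3, 6 and 6 in 2OX, 4OX, 6OX and the sextuple line, and 1835, 2672, 2650, 2878 and 2830 for AA in Col, 2OX, 4OX, 6OX and the sextuple line. With no fold minimum 2289 were called in 4OX and 759 in the sextuple line. One fit over all 30 libraries gave 244 in 6OX, 49 in the sextuple line and 133 in the 6OX interaction. In 6OX 69.6% of the 46 genes were higher, but 38.7% of 708 without 6OX_CK replicate 2, 41.4% of 244 in the fit over all 30 libraries and 47.5% of 646 with DESeq2. For AA in Col the share fell from 57.2% to 48.9% of 3295 without Col_AA replicate 1.

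Replicate numbers do not pair the libraries. With a replicate block 2052 genes were called in 4OX and 8 in the sextuple line, and 235, 106 and 0 in the 4OX, 6OX and sextuple interactions; the block moved no other count by over 1.5 times.

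Leaving out one library gave 434 to 2692 genes in 2OX, 2 to 1233 in 4OX, 6 to 708 in 6OX and 7 to 724 in the sextuple line. For AA it gave 2913 to 4281 in Col, 4617 to 6403 in 2OX, 4667 to 6725 in 4OX, 4617 to 5739 in 6OX and 3883 to 7250 in the sextuple line. Leaving out a replicate number gave 0 to 1566 genes in the 2OX interaction, 0 to 65 in 4OX, 0 to 242 in 6OX and 0 to 2923 in the sextuple line. Lists shifted ran from 13 to 14 in 2OX, 12 to 13 in 4OX, 11 to 14 in 6OX and 8 to 10 in the sextuple line, and for AA from 5 to 7 in Col, 6 to 9 in 2OX, 5 to 6 in 4OX, 7 to 9 in 6OX and 6 to 9 in the sextuple line. Against the other Col libraries they ran from 11 to 13 in 2OX and 8 to 9 in the sextuple line.

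With an estimated correlation 0 lists were shifted in each of the 9 comparisons and in both direct differences. Under fry 9 were in 2OX and 4 in 6OX, 3 and 4 for AA in 2OX and 6OX, and 7 in the direct difference of 2OX. For OXPHOS, 6OX against Col without AA, the direction reversed without 6OX_CK replicate 2, to a median of -0.060 (camera adjusted p = 0.679); across the fits without one library it ran from there to 0.18, the latter without 6OX_CK replicate 3. Among other list results, fry left 35 weaker and 1 stronger, an estimated correlation 83 weaker, library totals 1 weaker and 6 stronger, members with a mean of at least 50 left 3 weaker, the block 1 stronger, and fits without one library 30 weaker and 24 stronger. Among named genes, fits without one library left 78 results weaker and 16 stronger, the block 12 and 4, and DESeq2 1 and 8, and none of these reversed.

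Over genes with a mean of at least 50, r of line and AA effects changed sign, to 0.12 in 2OX, 0.040 in 6OX and 0.020 in the sextuple line, and to 0.047 in 2OX without organelle genes. For 2OX and the sextuple line r was 0.45 over genes with a mean of at least 50, within the range of 0.41 to 0.47 simulated over those genes. Without organelle genes it was 0.43, above the range of 0.37 to 0.42 simulated over those, which may understate the spread of unchanged groups. The AA responses gave 0.69, 0.80, 0.82 and 0.79 for Col with 2OX, 4OX, 6OX and the sextuple line, 0.84, 0.86 and 0.82 for 2OX with the other three, 0.91 and 0.87 for 4OX with 6OX and the sextuple line, and 0.88 for 6OX with the sextuple line.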

Other observations

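Except for the splits of libraries and the length and GC test of the cyRP list, the tests here were chosen only after the patterns were seen.

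The same reads carried opposite treatment labels. All 15 AA-labelled columns of the AA tables equalled a CK-labelled column of a line table. The treatment labels of the AA tables or those of the line tables must therefore be wrong. The stress marker list, of genes known to rise in mitochondrial stress, was lower in the libraries labelled AA in 5 of 5 AA tables. Its medians ran from -0.76 to -1.48, and 10 to 14 of its 14 genes were called lower and 0 higher. The fry adjusted p ran from 0.0026 to 0.044. AOX1A and AOX1D were also lower in all 5. Their log2 fold changes ran from -0.97 in Col to -1.83 in 2OX for AOX1A, and from -1.96 to -4.16 for AOX1D. AOX1C was past the threshold in none. The study itself reports that AA raises AOX1A. For the stress markers, AOX1A and AOX1D, the values argue against the headings of the AA tables. The list test with an estimated correlation cannot decide between the headings, since it passed 0 lists in any comparison. That the headings of the AA tables are the reversed ones stays a hypothesis for the libraries as a whole. Groups come only from the labels, and no library was relabelled. No biological explanation applies.

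Organelle reads varied between libraries, from 0.0308% to 2.46%. The group alone is argued against, since in 5 of 10 groups the 3 libraries differed over 3-fold, by up to 15.7-fold in 2OX_CK. Across the 30 libraries the log2 organelle share and log2 nuclear rRNA share had a Pearson r of 0.99 and Spearman rho of 0.96 (permutation p = 1e-05 for both, the smallest that 100000 permutations can give, adjusted 2e-05). Without the 2 farthest libraries r was 0.99, and within groups 0.98. Genes for rRNA on the organelle genomes were not taken out of the organelle share, so the relation may be partly between rRNA and rRNA. It cannot tell whether other organelle transcripts follow the rRNA left in a library. Depth showed a weaker relation, with r of -0.53 and rho of -0.66 (permutation p = 0.00097 and 0.00018), -0.78 without the 2 farthest libraries and -0.31 within groups. Rises of plastid genes in 2OX and 6OX, and the fall of AT2G01010 in Col, may reflect rRNA left in the libraries.

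The cyRP list rose in every line by camera in the line tables. Under fry its adjusted p was 0.0538 in 2OX, 0.0131 in 4OX, 0.147 in 6OX and 0.0133 in the sextuple line. Its interaction medians were 0.36, 0.033, 0.30 and 0.11 in the same order. Those of 2OX and 6OX are near the line medians of 0.43 and 0.23. In 2OX and 6OX the rise was thus largely limited to the libraries of the line tables. Length and GC bias is argued against, since its median after each library's trend was removed was 0.35 in 2OX, 0.36 in 4OX, 0.23 in 6OX and 0.36 in the sextuple line. Against the Col libraries not shared by the line tables, the median was 0.37 in 2OX and 0.42 in the sextuple line. Those libraries carry a conflicting treatment label and differ from the line libraries in treatment as well as genotype. The comparison therefore cannot decide whether the shared Col libraries were shifted, and it was not made for 4OX and 6OX. A response of the lines stays open as a hypothesis, weakened by the list test with an estimated correlation and, in 2OX and 6OX, by fry.

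The cyHsp list in 4OX included 1 library with high heat-shock transcripts, labelled 4OX_CK replicate 2. Without it the median was 0.50, so that library is argued against as the whole cause.

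Called genes of a line could lie together on a linked segment. Neighbouring pairs were 1.34 times the shuffled number in 2OX, 1.40 in 4OX and 2.67 in the sextuple line (permutation p = 0.002, 0.001 and 0.001; 0.001 is the smallest that 1000 shuffles can give; adjusted over 9 comparisons 0.00225, 0.00129 and 0.00129). AA comparisons limited to as many genes reached 1.54, 1.56 and 3.25, and no window of 10 genes was crowded beyond chance (permutation p from 0.43 to 0.91), which argues against such a segment. A first comparison, not matched for the number of genes, had favoured it. In 6OX the ratio was 0 with 0.058 pairs expected, too few to tell.

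Of the 10 splits of 6 libraries, 1 gave as many genes called in each of the 9 comparisons, the real one, which is the smallest share the design allows. For the number of gene lists shifted, as many were found in 1 split for 2OX, 2 for 4OX, 1 for 6OX and 3 for the sextuple line. In the AA comparisons it was 8 for Col, 5 for 2OX, 10 for 4OX, 4 for 6OX and 7 for the sextuple line. For the line libraries against the other Col libraries it was 1 for 2OX and 7 for the sextuple line.

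The number of genes called was 1521 in 2OX and 354 in the sextuple line here. Both are lower than the values quoted from the study above. For AA in Col the number was 4155, which is higher than the quoted value. DESeq2 on the recovered reads called 2216, 614 and 4377 in the same order. The first is nearer to the study's value, and the others are above theirs.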
